A study of Homo sapiens with 10 samples. Its data were reported in "Genomic 8-oxoguanine modulates gene transcription independent of its repair by DNA glycosylases OGG1 and MUTYH" (2024).

How the data were processed

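RNA-seq libraries of HAP1 cells, a near-haploid human line derived from a leukaemia line, were compared. HAP1 clones that were wild type (WT), lacked MUTYH, lacked OGG1 or lacked both DNA glycosylases (double knockout, DKO) gave 8 untreated libraries, with 2 clones per genotype. Treated libraries came from the same 2 WT clones 24 hours after treatment with 100 µM H2O2. The deposited tables hold the read count per gene and library, which the authors made by aligning reads to GRCh38 with Hisat2 and counting them per gene with featureCounts of Rsubread against an Ensembl annotation. The values were whole numbers and not normalized. The strand setting and the handling of reads with several alignments are not stated in the methods, so reads of overlapping genes and of paralogs may have been assigned in more than 1 way. The 2 columns of untreated WT clones in the treatment table were identical to those in the genotype table and were used once. All columns of per-sample values matched a sample.

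The tables held 59453 genes named by symbol. Of these, 38434 (64.6%) matched a gene of the GENCODE v44 annotation on GRCh38 by symbol, which gave positions, GC content and transcript length. This annotation is of a different release from the one used for counting. Total counts per library ranged from 22225091 to 22674964. Library-size normalized counts are given as CPM. At the smallest library, 1 CPM rested on 22.2 counts, for which counting error alone gives a coefficient of variation of 21.2%. Reads without molecular identifiers are not independent molecules, so counting errors and floors cover counting error only.

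Genes were tested in R 4.3.3 with edgeR 4.0.16: trimmed mean of M values (TMM) factors, the filterByExpr filter by group, the dispersion estimate of estimateDisp, and the quasi-likelihood F test with legacy=TRUE, as in the edgeR 3 releases. The TMM factors ranged from 0.96 to 1.02. Genotypes were compared in 1 fit of the 8 untreated libraries, in which 17881 genes were tested with 4 residual degrees of freedom. Treated and untreated WT libraries were compared in a fit of 4 libraries, in which 16997 genes were tested with 2 residual degrees of freedom. A differentially expressed gene (DEG) had an unadjusted P of at most 0.05 and a log2 fold change beyond 1 in either direction, which is the study's criterion. P values were two-sided. The number of genes with a Benjamini-Hochberg (BH) adjusted p of at most 0.05 is given beside it. The interaction contrast was the change from OGG1 knockout to DKO minus the change from WT to MUTYH knockout. Standard errors (SE) of log2 fold changes were derived from the F statistic. Log2 CPM values used a prior count of 2. CPM values were TMM-normalized and are given as mean ± SD.

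The numbers of the WT clones pair treated with untreated libraries. The clone difference in treated cells correlated across 16997 genes with that in untreated cells (Pearson r = 0.681), and the methods name no block, so the treatment was tested without a block and with clone as a block (1 residual degree of freedom). No library pair agreed within counting error: the smallest chi-square per degree of freedom between 2 libraries was 12.3.

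Since the 3 knockouts were compared with the same 2 WT libraries, 100 sets of unchanged groups were simulated from the fitted means and dispersions and passed through the same fit. They give the DEG counts, overlaps and correlations that shared controls and spread between clones produce. The simulations treat the libraries as independent, so they carry neither the 2-way split of the untreated libraries nor the sharing of clones by treated and untreated WT. A further 100 sets were drawn with the split and fitted with it as a block (3 residual degrees of freedom).

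Lists of base excision repair and nucleotide pool genes, NRF2 targets, p53 targets and cell cycle genes were tested with camera of limma 3.58.1 (preset correlation between genes of 0.01), two-sided, with BH adjustment over 16 tests. OGG1 and MUTYH were left out of the first list.

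The following were chosen before the data were examined: the tests, the lists, the alternative settings not named as later additions below and the rule for naming genes. The rule took, per comparison with WT, the 5 DEGs with the smallest P whose libraries did not overlap between groups and whose mean was at least 1 CPM in either group. It added OGG1, MUTYH, the 5 DEGs of all 3 knockouts with the smallest largest P, and list members that were DEGs among the genes of a comparison. Genes outside the rule are said to be chosen after their values were seen. A result that the rule selected is not reported here.

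The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0 without independent filtering, the quasi-likelihood test of edgeR 4 (legacy=FALSE), no filter, a minimum of 10 counts in every library, other sets of libraries in the fit, 1 WT clone per knockout as control (disjoint controls), fry in place of camera, clone as a block for the treatment, and leaving out each library in turn. The library split as a block, the correlations without each library, fry with either block, and a correction of the treatment for GC content with the clone block were chosen after seeing the data.

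The tests were tested on simulated data with 200 of 17881 genes changed by a log2 value of 2. The edgeR test called 94.5% of these DEGs, and 97.9% of the 142 with at least 100 counts; it also called 368 of the 17681 unchanged genes. At an adjusted p of at most 0.05, 140 of the 200 changed genes passed and 12 unchanged genes did. With 2 clones in both arms, the paired test recovered 192 of 200 changed genes after adjustment with the clone block, with 13 unchanged genes, and 0 without the block, although the unblocked test called 98% of the changed genes DEGs at unadjusted P. Of 500 random lists, camera gave 1.6% and fry 4.4% with p of at most 0.05. The genes of these lists were simulated independently, so the shares do not cover lists of co-regulated genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.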

Results

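Transcripts were measured by RNA-seq in HAP1 clones that were WT, lacked the adenine DNA glycosylase MUTYH, lacked the 8-oxoguanine DNA glycosylase OGG1, or lacked both (DKO). Each genotype had 2 libraries, each from a separate clone, which gave 8 untreated libraries. The remaining 2 libraries came from the same WT clones, 2 and 11, harvested 24 hours after treatment with 100 µM H2O2. Total counts per library ranged from 22225091 in OGG1 knockout clone 1 to 22674964 in treated WT clone 11. No gene took more than 1.28% of the counts of a library. Mitochondrial genes took 2.995% to 7.46% of the counts, with the lowest share in treated WT clone 11 and the highest in DKO clone 4.

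The clones of a genotype differed by about as much as clones of different genotypes over all pairs. The Pearson correlation of log2 CPM across genes was 0.971 to 0.979 between the clones of a genotype and 0.958 to 0.987 between clones of different genotypes. Between 1462 and 1996 genes differed over 2-fold between the clones of a genotype, against 756 to 2176 between clones of different genotypes. All pairs within a genotype crossed the split of the libraries described next. Against the 12 pairs of different genotypes that also crossed it, pairs within a genotype differed in fewer genes, with a median of 1626 against 1902.5. With at least 10 counts required in every library, the number within a genotype was 642 to 1028.

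The untreated libraries fell into 2 sets that crossed the genotypes. WT clone 2, MUTYH knockout clone 8, OGG1 knockout clone 22 and DKO clone 14 lay on one side (side A), and WT clone 11, MUTYH knockout clone 7, OGG1 knockout clone 1 and DKO clone 4 on the other (side B). Of the 8 ways to place 1 clone of each genotype on each side, this one gave 4241 genes with an edgeR adjusted p of at most 0.05 between the sides, 1992 higher and 2249 lower on side A. The other 7 each gave 0 such genes. The labels name no batch that would match these sets, and they were found in the data. Each side held 1 library per genotype, so no test could be made within a side. Counts of DEGs between genotypes from a fit with side as a block are given beside the unblocked ones.

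**Figure D1:**
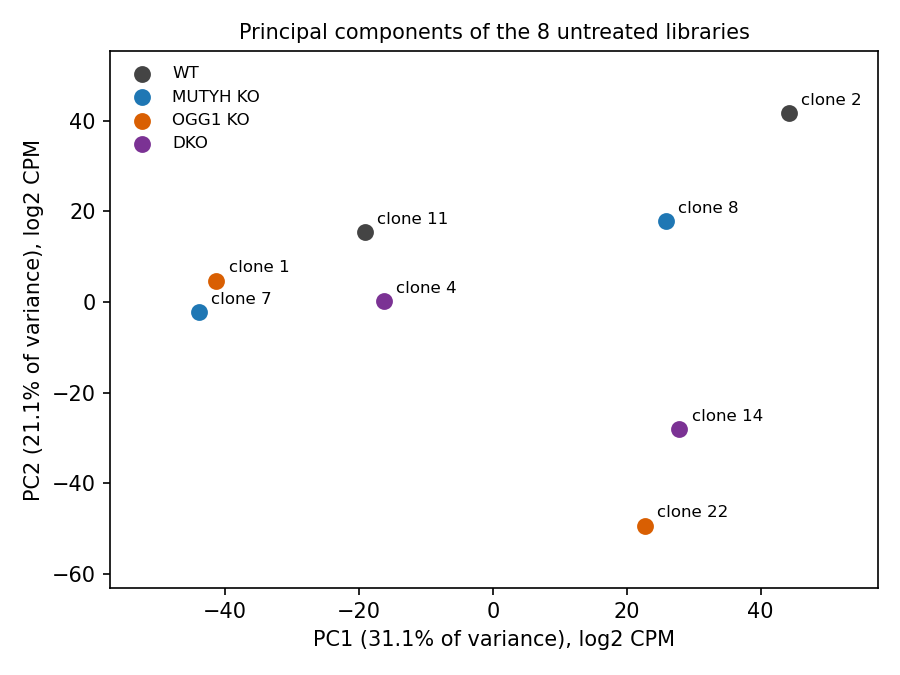
Principal components of log2 CPM of the 8 untreated libraries, with 1 point per library, coloured by genotype and labelled by clone. PC1 held 31.1% and PC2 21.1% of the variance; WT clone 2, MUTYH knockout clone 8, OGG1 knockout clone 22 and DKO clone 14 lie at positive PC1 and the other 4 libraries at negative PC1.

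The targeted genes were examined first, as a check of the labels. OGG1 (GRCh38 chromosome 3, 9749944 to 9788219) overlaps CAMK1 and TADA3, and MUTYH (chromosome 1, 45329163 to 45340893) overlaps TOE1. Both pairs lie on opposite strands, and the strand setting is not stated, so part of the counts may belong to the neighbour. OGG1 had 275 and 295 counts in WT clones 2 and 11. It had 27 counts in OGG1 knockout clone 1 but 254 in OGG1 knockout clone 22. In DKO clones 4 and 14 it had 215 and 223 counts. The mean was 12.6 ± 0.617 CPM in WT, 6.25 ± 7.12 CPM in the OGG1 knockout and 9.74 ± 0.143 CPM in DKO (SD, n = 2). Both DKO libraries lay below both WT libraries, by more than the spread between the clones of either group. The log2 fold change in DKO was -0.37 ± 0.75 (SE, edgeR adjusted p of 1), with an SE that includes the spread between the OGG1 knockout clones. In the OGG1 knockout the log2 fold change of OGG1 was -1.02 ± 0.76 (SE), with an edgeR adjusted p of 0.999. It was -0.17 without OGG1 knockout clone 1 and -3.36 without clone 22, so clone 1 alone carried it. MUTYH had 105 and 89 counts in WT clones 2 and 11, 101 and 83 in MUTYH knockout clones 7 and 8, and 106 and 50 in DKO clones 4 and 14. Its log2 fold change was -0.05 ± 0.42 (SE, edgeR adjusted p of 1) in the MUTYH knockout. In DKO it was -0.30 ± 0.42 (SE, edgeR adjusted p of 1), but -0.96 without clone 4 and 0.14 without clone 14. A frameshift need not lower a transcript, so counts near those of WT do not exclude a knockout. The paper reports a check at protein level by targeted mass spectrometry, which verified the knockouts in every clone. Its supplement lists the same OGG1 deletion in both DKO clones and in the OGG1 knockout clone they came from.

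The comparison of the MUTYH knockout with WT asked which transcripts depend on MUTYH. It gave 212 DEGs, 73 higher and 139 lower than in WT. At an unadjusted P of at most 0.05 there were 308 genes, against 894 that chance alone would give for independent tests with well-estimated spread. After adjustment 1 gene passed. In 100 simulated sets of unchanged groups the number of DEGs was 359 on average (range 315 to 402). The share of DEGs that were higher was 34.4%, against 44.6% to 57.3% in the simulated sets. The simulated sets carry no library split, while their spread was estimated with the split in it, so they can give too many DEGs. With the library split as a block the comparison gave 318 DEGs and 1 gene after adjustment. Unchanged groups simulated with the split gave 214 to 308 DEGs in that fit. The alternative that moved the number most was the absence of a filter on low counts, with 532 DEGs. Without WT clone 2, 71.2% of the 212 genes kept their direction and a log2 fold change beyond 1, the lowest share among the 4 libraries of the comparison.

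The comparison of the OGG1 knockout with WT asked the same for OGG1. It gave 299 DEGs, 145 higher and 154 lower. No gene passed adjustment, and 490 genes had an unadjusted P of at most 0.05. Unchanged groups gave 361 DEGs on average (range 313 to 403), and 48.5% of the DEGs were higher, within the simulated 44.8% to 57.3%. With the split as a block there were 435 DEGs and 0 genes after adjustment, with 1283 genes at an unadjusted P of at most 0.05. Unchanged groups simulated with the split gave 223 to 302 DEGs in that fit.

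The comparison of DKO with WT asked which transcripts change when both glycosylases are missing. It gave 317 DEGs, 222 higher and 95 lower. No gene passed adjustment, and 526 genes had an unadjusted P of at most 0.05. Unchanged groups gave 360.1 DEGs on average (range 321 to 400). The share of DEGs that were higher was 70.0%, against 45.0% to 57.1% in the simulated sets. With the split as a block there were 436 DEGs, and 0 genes after adjustment beside 1308 at an unadjusted P of at most 0.05. Unchanged groups simulated with the split gave 211 to 309 DEGs in that fit.

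**Figure D2:**
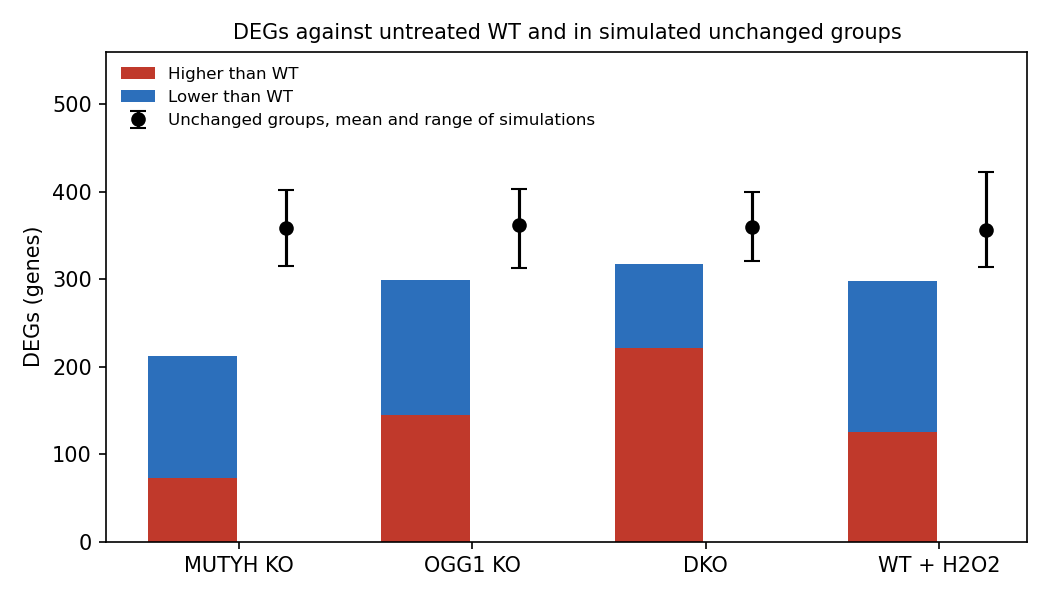
Number of DEGs against untreated WT (bars, stacked by direction) in the 3 knockouts and in WT cells after H2O2, with the mean and range of 100 simulated sets of unchanged groups (points and whiskers). The 4 observed numbers are 212, 299, 317 and 298, below the simulated means. The simulated sets carry neither the library split nor the sharing of clones by treated and untreated WT. A number below them therefore does not show fewer changes than unchanged groups would give.

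The gene that passed adjustment in the MUTYH knockout was THSD7B (chromosome 2, 136765545 to 137677718), which overlaps RNA5SP105. It fell from 9.27 ± 1.14 CPM in WT to 0.226 ± 0.0064 CPM (SD, n = 2). Its log2 fold change was -5.33 ± 0.34 (SE), with an edgeR adjusted p of 0.0119, and it was lower in both MUTYH knockout clones than in both WT clones. In DKO its mean was 10.5 ± 1.22 CPM (SD, n = 2). LBX1-AS1 (chromosome 10, 101229577 to 101270148, overlapping LINC02681) fell from 195 and 197 counts in WT to 0 and 8 counts in MUTYH knockout clones 7 and 8. Its log2 fold change was -5.56 ± 0.76 (SE, edgeR adjusted p of 1), and -4.59 without clone 7. PTPN3 (chromosome 9, 109375466 to 109498313), EGR1 (chromosome 5, 138465479 to 138469303) and ZNF329 (chromosome 19, 58126248 to 58155110) were also lower in both MUTYH knockout clones. Their log2 fold changes were -3.84, -1.60 and -2.67, with edgeR adjusted p values of 1. With single libraries left out, PTPN3 ranged from -4.65 (without MUTYH knockout clone 7) to -3.15 (without WT clone 11). ZNF329 ranged from -3.09 (without WT clone 2) to -2.08 (without WT clone 11), and EGR1 from -1.78 to -1.42. Under the split block the adjusted p was 0.00877 for THSD7B, 0.381 for LBX1-AS1, PTPN3 and EGR1, and 0.473 for ZNF329.

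In the OGG1 knockout, FRMD4A (chromosome 10, 13643706 to 14462142) had the smallest P. It fell from 6.50 ± 0.151 CPM in WT to 1.14 ± 0.173 CPM (SD, n = 2), a log2 fold change of -2.50 ± 0.31 (SE) with an edgeR adjusted p of 0.999. In DKO it fell to 1.09 ± 0.0822 CPM (SD, n = 2), a log2 fold change of -2.57 ± 0.31 (SE) with an edgeR adjusted p of 0.318. FRMD4A overlaps PRPF18 and small RNA genes. ZDHHC15 (chromosome X, 75368427 to 75523502), SLIT3 (chromosome 5, 168661740 to 169301139) and CPE (chromosome 4, 165361194 to 165498547) were lower in both OGG1 knockout clones, with log2 fold changes of -2.03, -3.26 and -2.57. The edgeR adjusted p was 0.999 for each of these 3. Under the split block the adjusted p was 0.385 for FRMD4A in the OGG1 knockout and 0.197 in DKO, 0.557 for ZDHHC15 and SLIT3, and 0.616 for CPE. ZDHHC15, SLIT3 and CPE overlap pseudogenes, antisense transcripts or microRNA genes.

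In DKO, GDF15 (chromosome 19, 18374731 to 18389176, overlapping MIR3189) had the smallest P. It rose from 0.399 ± 0.0631 CPM in WT, which was 10 and 8 counts, to 5.41 ± 1.35 CPM (SD, n = 2). Its log2 fold change was 3.75 ± 0.41 (SE), with an edgeR adjusted p of 0.318. DHRS2 (chromosome 14, 23630115 to 23645639) rose by a log2 value of 3.03 ± 0.36 (SE, edgeR adjusted p of 0.318). INHBE (chromosome 12, 57452323 to 57459280) rose by 2.86 ± 0.38 (SE, edgeR adjusted p of 0.437), and DNAH3 (chromosome 16, 20933111 to 21159441) by 3.12 ± 0.46 (SE, edgeR adjusted p of 0.713). The WT counts of INHBE and DNAH3 were 4 to 9, so their fold changes are imprecise. Under the split block the adjusted p was 0.197 for GDF15, 0.103 for DHRS2, 0.207 for INHBE and 0.313 for DNAH3.

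The DEG lists of the 3 knockouts were compared to ask whether the genotypes affect the same genes. In all, 633 genes were a DEG in at least 1 knockout, against 858 on average in the simulated sets (range 785 to 942). The simulated sets carry no library split, so their counts can be too high. In at least 2 knockouts there were 167 (simulated mean 183, range 155 to 207), and in all 3 there were 28 (simulated mean 38.6, range 24 to 55). With the split as a block the numbers were 253 and 50, and without a filter on low counts 411 and 126. The share of a list found in another list was 45.3% for the MUTYH knockout, 46.5% for the OGG1 knockout and 40.1% for DKO. The mean share was 43.9%, above the simulated range of 33.3% to 41.6%. The OGG1 knockout and DKO shared 99 DEGs (simulated range 70 to 112), the MUTYH and OGG1 knockouts 68 (62 to 104), and the MUTYH knockout and DKO 56, below the simulated range of 65 to 110.

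Of the 28 genes, 27 had the same direction in all 3 knockouts. The exception, MGMT, was chosen after its values were seen: its log2 fold changes were 1.42, -2.36 and -4.41 in the MUTYH knockout, OGG1 knockout and DKO. Of the 5 DEGs of all 3 knockouts with the smallest P, FASTKD2, ALDH1A2 and LINC00649 depended in size on WT clone 2. FASTKD2 (chromosome 2, 206765357 to 206796189, overlapping MIR3130-1 and MIR3130-2) had 780 counts in WT clone 2, 63 in WT clone 11 and 0 to 4 in the knockout libraries. Against the mean of WT it was at least 135-fold lower in the MUTYH knockout and at least 138-fold lower in the OGG1 knockout. That mean was 18.7 CPM, from 34.6 CPM in WT clone 2 and 2.79 CPM in WT clone 11. Both bounds would thus be much smaller against WT clone 11 alone. In DKO the log2 fold change was -6.67 ± 1.40 (SE, edgeR adjusted p of 1), and -3.93 without WT clone 2. ALDH1A2 (chromosome 15, 57953424 to 58497866) had 1385 counts in WT clone 2, 69 in WT clone 11 and 2 to 64 in the knockouts. Its log2 fold changes in the MUTYH knockout, OGG1 knockout and DKO were -6.30, -4.98 and -3.80, and -2.92, -1.60 and -0.41 without WT clone 2. LINC00649 (chromosome 21, 33915534 to 33977703, overlapping ATP5PO) had 210 counts in WT clone 2 and 47 in WT clone 11. Its log2 fold changes in the same order were -2.84, -2.42 and -3.03, and -1.40, -0.98 and -1.58 without WT clone 2. ALDH1A2 overlaps AQP9 and LIPC.

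SETBP1-DT (chromosome 18, 44676927 to 44679717) had 11 counts in each WT library and 0 to 2 in the knockouts, at least 3.52-fold, 3.60-fold and 3.63-fold lower in the MUTYH knockout, OGG1 knockout and DKO. GSTM2 (chromosome 1, 109668022 to 109709551) rose by log2 values of 1.53 ± 0.32, 1.10 ± 0.32 and 1.18 ± 0.32 (SE), with edgeR adjusted p values of 1, 0.999 and 1. It fell under a log2 fold change of 1 in the OGG1 knockout without clone 22 (0.76) or without WT clone 11 (0.96), and in DKO without clone 14 (0.86). It overlaps its paralog GSTM1, from which reads may be shared.

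The log2 fold changes of the knockouts were correlated across the 17881 tested genes, which are not independent replicates. Pearson r was 0.521 between the MUTYH and OGG1 knockouts, 0.421 between the MUTYH knockout and DKO, and 0.579 between the OGG1 knockout and DKO. Unchanged groups against the same WT libraries gave 0.499 on average, with ranges of 0.466 to 0.532, 0.474 to 0.536 and 0.459 to 0.525 in the same order. With a separate WT clone for each knockout, r was 0.001, -0.086 and 0.061. The r of 0.579 fell to 0.348 without OGG1 knockout clone 22, from which both DKO clones were derived. That of 0.521 fell to 0.236 without MUTYH knockout clone 7 and rose to 0.784 without WT clone 11. That of 0.421 fell to 0.268 without MUTYH knockout clone 7 and rose to 0.732 without WT clone 11.

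Differences between the knockouts were also tested directly. DKO differed from the OGG1 knockout in 258 DEGs (189 higher in DKO, 0 after adjustment, 469 at an unadjusted P of at most 0.05). DKO differed from the MUTYH knockout in 355 DEGs (267 higher in DKO, 1 after adjustment), and the OGG1 knockout differed from the MUTYH knockout in 256 (153 higher in the OGG1 knockout, 1 after adjustment). The gene that passed was THSD7B in both cases. Under the split block the numbers of DEGs were 369, 456 and 328. The interaction contrast asked whether loss of MUTYH acts differently with and without OGG1. It was beyond 1 at an unadjusted P of at most 0.05 for 358 genes, 252 of them positive, and 1 gene passed adjustment, THSD7B. Its contrast was 6.31 ± 0.43 (SE), with an edgeR adjusted p of 0.0179.

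**Figure D3:**
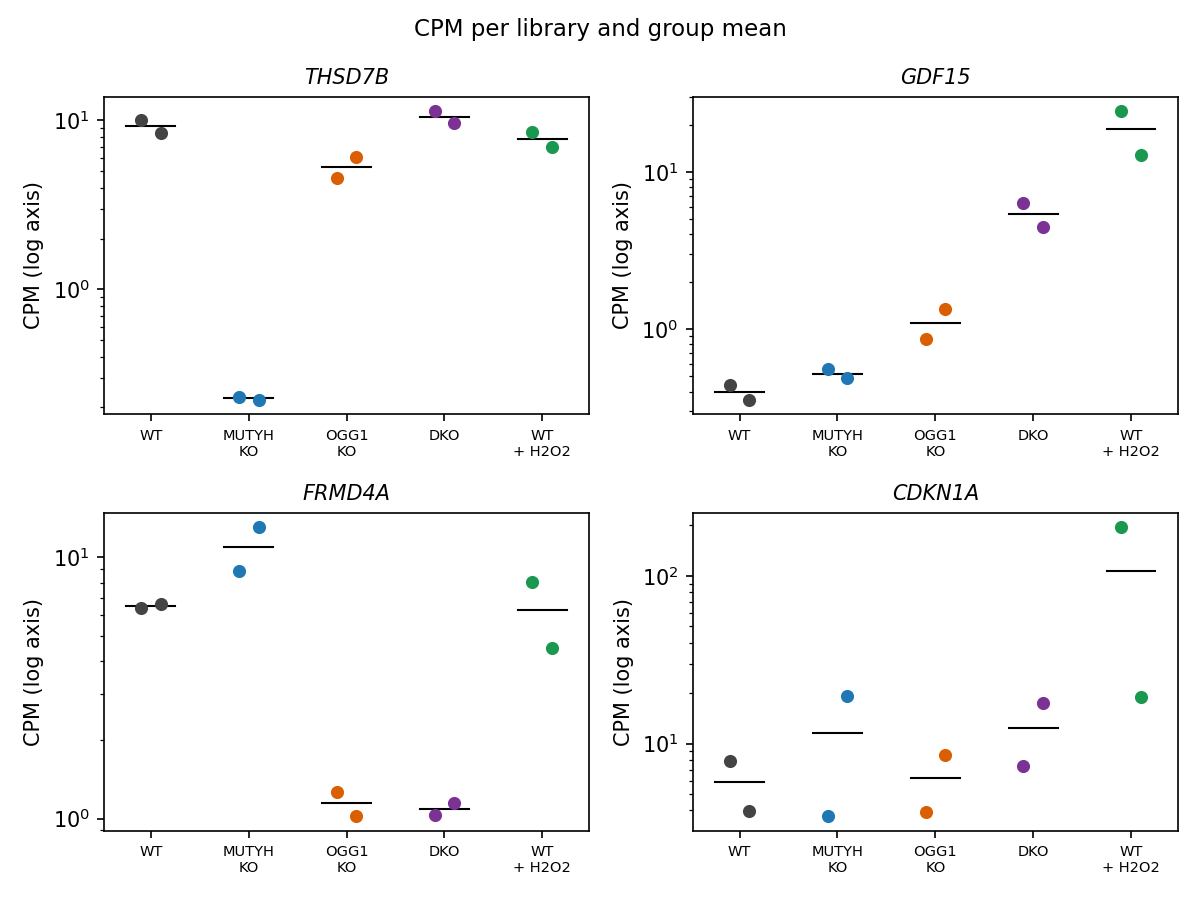
CPM on a log axis of THSD7B, GDF15, FRMD4A and CDKN1A, with 1 point per library and a line at the mean of each group (n = 2 clones). THSD7B is near 0.226 CPM in the MUTYH knockout alone, GDF15 is highest after H2O2 and next highest in DKO, and the 2 treated WT libraries are far apart for CDKN1A, with 4283 counts in clone 2 and 430 in clone 11.

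Treated and untreated WT cells were compared to ask which transcripts respond to an oxidant. Without a block there were 298 DEGs, 126 higher and 172 lower, with 0 genes after adjustment beside 1297 (7.63%) at an unadjusted P of at most 0.05. With clone as a block there were 473 DEGs, 203 higher and 270 lower, and 437 genes after adjustment, 200 higher and 237 lower. At an unadjusted P of at most 0.05 there were 3419 genes (20.1%). Of the alternatives, the block moved the number after adjustment most. The direction of the DEGs depended on the test, since 42.3% were higher with edgeR and 64.9% of 154 with the DESeq2 Wald test. Without a block, unchanged groups gave 357 DEGs on average (range 314 to 422), more than observed. These sets do not share clones between treated and untreated libraries. They gave 805 genes at an unadjusted P of at most 0.05 (range 732 to 869), fewer than the observed 1297. The share of DEGs that were higher, 42.3%, was below the simulated 44.4% to 55.5%. The labels do not say whether treated and untreated libraries were prepared together.

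GDF15 had the smallest P after H2O2, as in DKO. It rose to 18.6 ± 8.21 CPM (SD, n = 2), a log2 fold change of 5.50 ± 0.29 (SE, clone as a block) with an edgeR adjusted p of 1.73e-06. PTGS2 (chromosome 1, 186671791 to 186680922, overlapping PACERR) rose by 3.66 ± 0.28 (SE, edgeR adjusted p of 3.19e-05) and CREB5 (chromosome 7, 28299321 to 28825894) by 5.26 ± 0.39 (SE, edgeR adjusted p of 3.04e-05). CREB5 had 4 counts in each untreated WT library, so its fold change is imprecise. PPP1R15A (chromosome 19, 48872212 to 48876059) rose by 2.45 ± 0.17 (SE, edgeR adjusted p of 2.39e-05) and NIBAN1 (chromosome 1, 184790724 to 184974508, overlapping RNU7-13P) by 1.89 ± 0.17 (SE, edgeR adjusted p of 0.000175). Each of the 5 was higher in both treated libraries than in both untreated ones. PTGS2 and NIBAN1 lie on the long arm of chromosome 1, which read higher in both libraries of WT clone 2. Without the block the adjusted p was 0.233 for GDF15, PTGS2, CREB5 and PPP1R15A and 0.462 for NIBAN1.

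The log2 fold changes after H2O2 were correlated with those of the knockouts across 16864 genes tested in both fits. Pearson r was 0.236 with the MUTYH knockout, 0.051 with the OGG1 knockout and 0.317 with DKO, each below the 0.469 to 0.537 that unchanged groups against the same controls gave. With a separate WT clone for each side of the correlation r was -0.175, -0.291 and -0.131. The number of DEGs shared with H2O2 was 16, 16 and 38, against simulated means of 75.9, 75.3 and 76.5. The simulations treat the treated libraries as independent of WT, while the real ones share clones with WT.

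The 4 gene lists asked whether repair, antioxidant, p53 or cell cycle transcripts moved as a set. By camera, p53 targets were higher in DKO (20 of 23 genes, median log2 fold change 0.18, camera adjusted p of 0.000149) and in the MUTYH knockout (20 of 23, median 0.18, 0.00504), and after H2O2 (23 of 23, median 0.58, 8.68e-09). NRF2 targets were higher in the MUTYH knockout (18 of 26, median 0.06, 0.0157) and after H2O2 (21 of 25, median 0.29, 0.00269). Cell cycle genes were higher after H2O2 (25 of 30, median 0.19, 0.000342). The other 10 tests had camera adjusted p values of 0.0564 to 0.92, the lowest for base excision repair genes in DKO, which were lower in 15 of 20. None of these calls held under fry, whose adjusted p values for the 6 were 0.411 to 0.644. With the split as a block, camera adjusted p values were 1.56e-05 for p53 targets in DKO, 0.000548 for p53 targets in the MUTYH knockout and 0.0149 for NRF2 targets in the MUTYH knockout. With clone as a block they were 1.64e-16 for p53 targets, 9.92e-05 for NRF2 targets and 0.00236 for cell cycle genes after H2O2. The lists were not tested per knockout clone, and p53 targets named in the next paragraph differed between the MUTYH knockout clones. CDKN1A had 3.70 CPM in clone 7 and 19.3 CPM in clone 8, against 7.85 and 3.95 CPM in WT clones 2 and 11. FAS (2.63 CPM) and SESN2 (29.8 CPM) in clone 7 were also below both WT clones. ZMAT3 and PPM1D in clone 7 lay between the WT clones, and GDF15 was above them in both clones.

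Adjusted over the list alone, 2 p53 targets passed after H2O2 without a block and 1 in DKO, and 0 members passed in each of the remaining list tests, where 0 to 4 members had an unadjusted P of at most 0.05. Over all genes tested, 0 members of any list passed without a block, although 7 p53 targets had an unadjusted P of at most 0.05 after H2O2. The p53 targets that were DEGs after H2O2 were GDF15, SESN2 (chromosome 1, 28259518 to 28282491), ZMAT3 (chromosome 3, 178960121 to 179072215), CDKN1A (chromosome 6, 36676460 to 36687337), FAS (chromosome 10, 88953813 to 89029605) and PPM1D (chromosome 17, 60600193 to 60666280). With clone as a block SESN2 rose by 1.18, ZMAT3 by 1.24, CDKN1A by 3.66, FAS by 1.23 and PPM1D by 1.02 on the log2 scale, with edgeR adjusted p values of 0.000503 to 0.0412. CDKN1A overlaps DINOL, and FAS overlaps STAMBPL1 and ACTA2. For 4 of the 6, treated WT clone 2 carried most of the rise: without it, the unblocked log2 fold change was 0.34 for ZMAT3, 0.31 for FAS, 0.41 for PPM1D and 1.66 for CDKN1A. For SESN2 it was 1.05 and for GDF15 4.96 without that library, against 1.18 and 5.52 with it. HMOX1 (chromosome 22, 35380361 to 35394214), an NRF2 target, rose by 1.36 ± 0.25 (SE, edgeR adjusted p of 0.0175) with clone as a block. Its unblocked log2 fold change was 0.73 without treated WT clone 11 and 1.95 without treated WT clone 2.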

Values the study reported

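The study reported 212 DEGs in the MUTYH knockout, 299 in the OGG1 knockout and 317 in DKO, each against WT. It reported 28 genes that were DEGs in all 3 genotypes, and 633 DEGs across the genotypes. Between 40 and 46% of the DEGs of a genotype were reported as shared with at least 1 other genotype.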

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

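Both tests in this part were chosen after the result was seen. The interaction contrast, which compares the effect of losing MUTYH with and without OGG1, singled out 1 gene after adjustment, THSD7B, and 469 genes had an unadjusted P of at most 0.05. Its contrast was 6.31 ± 0.43 on the log2 scale (SE, edgeR adjusted p of 0.0179). THSD7B had 227 and 191 counts in WT, 5 and 5 in the MUTYH knockout, 101 and 137 in the OGG1 knockout, and 254 and 219 in DKO. Because the DKO clones also lack MUTYH, loss of MUTYH without further conditions does not account for the low counts. A single library did not decide the contrast, which stayed between 6.13 and 6.52 when each library was left out in turn. The library split did not account for it either, since the adjusted p was 0.0123 with the split as a block. The other alternatives gave 21 interaction genes with the DESeq2 Wald test and 0 with a minimum of 10 counts in every library; that minimum removes THSD7B, which had 5 counts in each MUTYH knockout library. Reads shared with the overlapping RNA5SP105 and a variant that affects alignment were not tested.

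What stays open is whether the difference comes from the genotypes or from the descent of the clones. Genes that stood apart from the other 6 untreated libraries in both clones of a genotype numbered 12 in the MUTYH knockout, 5 in WT, 4 in the OGG1 knockout and 15 in DKO. The 12 pairs of clones from different genotypes and different sides of the split, which share no genotype, gave 0 to 19 such genes (median 4.5). The number in the MUTYH knockout was above this median but within this range. A change that both MUTYH knockout clones carry from a common ancestor may explain THSD7B, and so may an effect of losing MUTYH that loss of OGG1 cancels. The split block, with its adjusted p of 0.0123, bears on neither, and further clones of independent origin were not analysed here.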

How the results depend on the processing

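Alternatives named as added were chosen after seeing the data. The number of DEGs followed the filter on low counts. Without a filter (34824 genes in the genotype fit and 31723 in the treatment fit) there were 532, 692 and 705 DEGs in the MUTYH knockout, OGG1 knockout and DKO and 510 after H2O2. There were 126 in all 3 knockouts and 411 in at least 2. DKO against OGG1 knockout gave 552, DKO against MUTYH knockout 669, and OGG1 against MUTYH knockout 490. The interaction contrast passed 1 at unadjusted P for 719 genes, and the MUTYH knockout had 2 genes after adjustment. With at least 10 counts in every library (15068 and 15456 genes) the numbers were 86, 123, 134 and 195 in the same order. There were 12 in all 3 and 54 in at least 2, 111, 151 and 101 between knockouts, and 218 for the interaction contrast. After adjustment 0 genes were left in the MUTYH knockout and 0 for the interaction. These filters change which genes are tested, and 74 of the 86, 119 of the 123, 130 of the 134 and 171 of the 195 genes were among the DEGs of the report. Of the DEGs of the report, 94.0% to 99.1% were also found without a filter.

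The number of genes after adjustment followed the test. The DESeq2 Wald test gave 11, 12 and 14 in the MUTYH knockout, OGG1 knockout and DKO, 75 after H2O2 and 21 for the interaction. The cause was not tested, but in simulated data DESeq2 also passed 54 unchanged genes against 12 with edgeR. It gave 154 DEGs after H2O2, 64.9% of them higher. A fit of the 4 libraries compared alone gave 0 genes after adjustment in the MUTYH knockout, and 1 fit of all 10 libraries gave 2 after H2O2. The cause was not tested in either case. With DESeq2 size factors in edgeR, all counts stayed within 1.5 times those of the report, with 215, 299, 314 and 297 DEGs, and with the quasi-likelihood test of edgeR 4 they did so too, with 235, 330, 354 and 319.

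With clone as a block the treated cells gave 473 DEGs and 437 genes after adjustment, and 296 of the 298 DEGs of the report were among them. The same clones in both groups show the cause: their difference leaves the residual, and the biological coefficient of variation fell from 0.24 to 0.107. With a GC correction, which was added, and the block, 390 of the 14781 genes with known GC content passed adjustment, against 519 in a separate fit of these genes with the block alone, which estimates the spread and adjusts over fewer genes than the fit that gave 437. The library split as a block, also added, gave 50 DEGs in all 3 knockouts and 253 in at least 2, and 567 interaction genes at unadjusted P. The biological coefficient of variation was 0.168 with this block against 0.255 without it.

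Correlations between knockouts depended on the controls. With disjoint controls r was 0.001 for the MUTYH and OGG1 knockouts, -0.086 for the MUTYH knockout and DKO and 0.061 for the OGG1 knockout and DKO. It was -0.175, -0.291 and -0.131 for H2O2 with the MUTYH knockout, OGG1 knockout and DKO. These signs are no evidence of opposite effects, because the WT clones lie on different sides of the split, which by construction pulls r below 0. With at least 10 counts in every library r was 0.53 for the OGG1 knockout and DKO. Across fits that each left out one library, an alternative added later, r ranged from 0.236 (without MUTYH knockout clone 7) to 0.784 (without WT clone 11) for the MUTYH and OGG1 knockouts. It ranged from 0.268 to 0.732 for the MUTYH knockout and DKO, without the same 2 libraries, and from 0.348 (without OGG1 knockout clone 22) to 0.794 (without WT clone 11) for the OGG1 knockout and DKO.

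No camera call held under fry. The fry adjusted p was 0.411 for NRF2 targets and 0.644 for p53 targets in the MUTYH knockout, 0.411 for p53 targets in DKO, and 0.411, 0.435 and 0.435 for cell cycle genes, NRF2 targets and p53 targets after H2O2. Fry with the split as a block, added, gave 0.302 and 0.302 for the first 2 and 0.196 for p53 targets in DKO. It turned the direction of base excision repair genes in the OGG1 knockout at an adjusted p of 0.999, where no test had found a shift. Fry with clone as a block, added, gave 0.469, 0.479 and 0.479 after H2O2. Fry tests a list against 0 with the few residual degrees of freedom of the fit, and camera tests it against the other genes with a preset correlation; which of them causes the difference was not tested. With the split as a block camera also called cell cycle genes higher in the MUTYH knockout (0.0382) and lower in the OGG1 knockout (0.0354), and base excision repair genes lower in DKO (0.0354).

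Leaving out single libraries moved the targeted genes. The log2 fold change of OGG1 in the OGG1 knockout ranged from -3.36 to -0.17, and that of MUTYH in DKO from -0.96 to 0.14. Of the DEGs, 71.2% to 96.7% kept direction and size in the MUTYH knockout, 75.3% to 94.6% in the OGG1 knockout, 81.1% to 94.0% in DKO and 78.5% to 92.3% after H2O2. In the 3 knockouts the lowest share was that without WT clone 2.

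Over all alternatives, the values that answer a comparison stayed the same in size or side of the threshold 159 times, moved 62 times, lost their threshold 12 times, passed it 3 times and reversed 5 times. Those of single named genes and clone pairs stayed the same 218 times and moved 37 times. In addition SETBP1-DT in the OGG1 knockout lost its unadjusted P with the DESeq2 Wald test (0.0827). The margin for the same differed by kind of result. In the MUTYH knockout 318 DEGs against 212 counted as the same, but its r of 0.497 against 0.521 with the OGG1 knockout counted as moved. Values of GSTM2 under a log2 fold change of 1 also counted as the same: 0.86 in DKO without clone 14 and 0.96 in the OGG1 knockout without WT clone 11.

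Depth limits genes with few counts. At 1 CPM counting error alone is 21.2%, and 91.6% to 95% of the DEGs of a comparison lay below the median expression of the genes tested.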

Other observations

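The tests of GC content against the other comparisons, clone descent, copy number, low counts and other splits of the libraries were written before their results were seen; the other tests in this part were chosen afterwards.

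The library split gave more DEGs than the genotypes did. In each of the 3 knockout comparisons, 2 of the 3 splits of the 4 libraries gave as many DEGs, the real one included. The split that exceeded the real one followed the library split, with 614 DEGs for the MUTYH knockout, 629 for the OGG1 knockout and 400 for DKO, against 212, 299 and 317. The remaining split gave fewer than the real one, with 159, 173 and 164. With 3 splits the share cannot go below 0.05. For H2O2 also, 2 of the 3 splits gave as many DEGs: the split by clone gave 967, and the other split that parts both clones gave 20 against the real 298.

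DEGs were mostly genes with few counts. At least 91.6% of the DEGs of a comparison lay below the median expression of the genes tested, by their mean over the libraries of the fit. Low counts may thus contribute to the DEGs, and true changes in weakly expressed genes would give the same share.

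With the library split as a block, simulated sets of unchanged groups with the same split gave 801.2 genes at an unadjusted P of at most 0.05 on average for the MUTYH knockout, and the data gave 797. Spread between the libraries alone could thus account for the number in the MUTYH knockout. For the OGG1 knockout the sets gave 809.6 on average and at most 891, and the data gave 1283. For DKO they gave 803.6 on average and at most 886, and the data gave 1308. Spread drawn independently for each gene does not account for these numbers. Spread shared by many genes would vary such counts more and was not simulated, so spread between clones is not excluded. For DEGs, the largest simulated numbers were 308, 302 and 309, below the observed 318, 435 and 436. Since the split was found in the same data, the excess is a hypothesis. The excess may come from the genotypes, from the descent of the clones or from spread shared by many genes, which these libraries do not separate.

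The split of the untreated libraries exceeded what spread drawn independently for each gene gave. The difference between sides A and B correlated between genotypes with a mean r of 0.323 across genes, while 10 simulated sets without a split gave at most 0.014. Independent libraries that vary along an axis shared by many genes were not simulated, so they are not excluded as a cause of the split. Genes with GC-rich and long transcripts were lower on side A (Spearman rho of -0.25 with GC content and -0.218 with transcript length). After this trend was removed, the mean r was 0.464, against 0.501 before, over 11473 genes, so GC content and length are not the whole cause. All 22 mitochondrial tRNA genes tested were lower on side A, by a median log2 value of -1.44, and the 13 mitochondrial protein genes by a median of -0.61. CCN1 and CCN2, chosen after their values were seen, were lower on side A by log2 values of -1.51 and -2.42, which led to a test of cell density at harvest. Of 16 other YAP targets, 14 were tested and did not shift as a set (camera p of 0.353, fry p of 0.329), and 5 were higher on side A. With so few genes, density and other causes cannot be told apart. A difference in growth conditions, RNA handling or library batch could each give such a split, and the labels name none.

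In WT clone 2, genes of the long arm of chromosome 1 read higher. Their median deviation from the mean of the untreated libraries was 0.253 (log2) over 474 genes, against at most 0.124 for any other arm or untreated library. Arms were parted at the widest gap between annotated genes. The treated library of clone 2, which was not used to find the pattern, read 0.254 higher than treated clone 11 over this arm and -0.029 over the short arm, with 81.9% of the genes higher. Removing the trend on GC content and length left 0.317 of the untreated difference of 0.323, so that trend is not the cause. An extra copy of the arm in part of the cells of WT clone 2 is a candidate explanation, as a hypothesis, since no DNA was measured here. It accounts for few DEGs: the arm held 6.04%, 6.07% and 4.83% of the annotated DEGs of the MUTYH knockout, OGG1 knockout and DKO, and 4.40% of the genes tested. The median log2 fold change over the arm was -0.12, -0.14 and -0.16 in the same order. The largest deviation of an arm, 0.253, was below the 0.3 that had been set for copy number as a cause of DEGs.

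A number of genes read high in WT clone 2 and near 0 in the knockouts. Of 5 such genes with at least 200 counts in WT clone 2 and at most 10 in any knockout library, WT clone 11 read 8.08% of the clone 2 count for FASTKD2 and 0% to 0.95% for AC105460.1, TLX3, AC034213.1 and LINC02582, all chosen after their values were seen. A share of clone 2 cells or RNA in the clone 11 library would give 1 ratio for all. The ratios differed by far more than counting error (chi-square per degree of freedom of 26.1), so such a share is not the cause for FASTKD2. Which of the clones departs from the parental line was not tested.

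The DKO clones were derived from OGG1 knockout clone 22, so shared changes could come from descent. Of 1996 genes that differed over 2-fold between OGG1 knockout clones 22 and 1, 30.2% in DKO clone 4 and 66.5% in DKO clone 14 lay nearer clone 22. Most of this followed the side of the split, because WT clone 11 and MUTYH knockout clone 7 had 24.2%, and WT clone 2 and MUTYH knockout clone 8 had 53.3% and 53%. Both DKO clones exceeded the libraries of their own side, so the split alone does not give the pattern. Of 199 genes in which clone 22 stood apart, 14.6% in DKO clone 4 and 23.6% in DKO clone 14 moved the same way, against 10.8% and 3.6% of 83 genes in which clone 1 stood apart. Clone 1 lacks OGG1 as well, so loss of OGG1 gives no reason to lie nearer clone 22. DKO clone 14 differed over 2-fold from clone 22 in 1043 genes, fewer than WT clone 2 (1846) and MUTYH knockout clone 8 (1569). DKO clone 4 went the other way, with 2176 genes against 1839 for WT clone 11 and 2066 for MUTYH knockout clone 7. Descent therefore stays open: the values go with it in DKO clone 14 and only in part in DKO clone 4. In DKO clone 4 only 30.2% of the genes lay nearer clone 22, although this was above the 24.2% of WT clone 11 and MUTYH knockout clone 7. It also differed from clone 22 in more genes than these libraries did.

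Changes after H2O2 followed GC content. Spearman rho of the log2 fold change with GC content was -0.301 over 12008 genes, and 0.086 to 0.206 in the knockout comparisons. This is what a difference in library preparation would give, and a biological response in genes of low GC content would give it too. The labels name no batch, and if treated libraries were prepared apart from untreated ones, a batch would follow the treatment. The trend is not the whole cause of the changes. Once it was removed (rho of 0.008), 390 of the 14781 genes with known GC content still passed adjustment with clone as a block, against 519 in a fit of the same genes before, and 284 DEGs were shared by both fits (333 before, 305 after).

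The changes after H2O2 differed between the WT clones. The p53 targets rose by a median log2 value of 0.99 in clone 2 and 0.09 in clone 11, and 21 of 23 rose more in clone 2. The median difference of 0.94 lay at percentile 100 of 10000 random lists matched on expression, so an arbitrary list of this size does not account for it. Of the 466 other DEGs, 59% changed more in clone 11. This does not exclude a generally weaker response of clone 11, because its treated and untreated libraries may lie on different sides of the split. Untreated clone 11 was nearer to MUTYH knockout clone 7 than to clone 8 (chi-square per degree of freedom of 12.9 and 34.4). Treated clone 11 was nearer to clone 8 (24.1) than to clone 7 (62.8), and nearer to DKO clone 14 (27.45) than to DKO clone 4 (70.81). Its number of genes over 2-fold was lower against OGG1 knockout clone 1 (1961) than clone 22 (2234). NRF2 targets went the other way, with medians of 0.34 in clone 11 and 0.07 in clone 2, a difference of -0.30 at percentile 0.01 of the random lists. Base excision repair genes changed by 0.008 and -0.004 and cell cycle genes by 0.21 and 0.11 in clones 2 and 11. A candidate explanation is that the clones differ in p53 function or in the time course of the response, as a hypothesis from 1 library per clone and condition. A mean over the clones describes neither of them for the p53 and NRF2 targets as sets. It can still describe single members. SESN2 rose from 38.5 to 86.4 CPM in clone 2 and from 32.3 to 74.6 CPM in clone 11.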
